A study of Rattus norvegicus with 18 samples. Its data were reported in "Cross-Species Gene Expression Analysis of Species Specific Differences in the Preclinical Assessment of Pharmaceutical Compounds" (2014).

How the data were processed

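RNA from rat primary hepatocytes was measured on 18 Affymetrix rat genome arrays, 1 per culture. Per the study's methods, cells of each animal received 30 µM EMD, 100 µM EMD or 0.1% DMSO for 24 and 72 h, and each combination had 3 biological replicates. Per the labels the cells were plated and allowed to attach before treatment. Groups and replicate numbers were read from the sample labels, which gave 6 groups of 3 arrays. The deposited values are log2 expression estimates that the authors made with the RMA algorithm in Affymetrix Expression Console, with the standard rat library. RMA subtracts background, makes the distribution of the arrays equal and condenses the probes of a probe set to 1 value, so a shift common to most genes is removed and small values are compressed toward the background. The software version is not given in the sources used here. The largest difference between arrays at the same rank was 0.3117, near equal distributions being what this normalization leaves. The table held 31099 probe sets, and 0 of its value columns lacked a sample. Scanner files and the human arrays of the study were not used here. RMA gives no detection call, so no probe set was called absent.

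The 57 control probe sets were left out and 31042 were tested. GEO's platform annotation gave 20826 of them 1 gene symbol, 436 several and 9780 none, over 14217 genes. Of those with 1 symbol, 20758 matched the GRCr8 gene table by gene ID, which was used for names alone. No gene was named from a probe set with several symbols.

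The values were analysed as deposited in R 4.3.3 with limma 3.58.1. lmFit and eBayes were run with the 6 groups in 1 fit of all arrays, so that the groups share an estimate of the spread, and p-values of limma's moderated test, two-sided, were adjusted by Benjamini-Hochberg over the 31042 probe sets, with a threshold of 0.05. EMD was compared with DMSO at each dose and time, the doses with each other, the responses between the times by an interaction term, and DMSO between the times. A further fit set 12 treated against 6 vehicle arrays with time as a factor. The study's methods give fold changes without a test, so no test was taken from them. Comparisons with the same vehicle arrays share the chance values of those arrays. Intervals are at 95%.

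Gene lists, 22 in number, covered the study's PPARα pathway genes, peroxisomes, mitochondrial β-oxidation and ketogenesis, fatty acid uptake and lipid droplets, adipocyte genes known as PPARγ targets, lipogenesis, cholesterol synthesis, CYP4 hydroxylases, xenobiotic metabolism, NRF2 targets, ER stress, liver function, bile acids, acute phase and complement, proliferation, p53 and apoptosis, the cytoskeleton with epithelial-mesenchymal transition and TGFβ, nuclear receptors, and markers of stellate cells and fibroblasts, macrophages, endothelial cells and cholangiocytes. Some genes stand in more than 1 list. Each gene was read through the probe set with the highest mean over all arrays. Lists were tested with camera at its preset correlation of 0.01, which sets a list against the other genes, again with an estimated correlation, and with fry, which asks whether a list moves on balance in 1 direction. Adjusted p for lists are Benjamini-Hochberg over the lists of a comparison. Counts of members are given over all probe sets and adjusted over the list alone. Over all comparisons camera called 42 lists for EMD against DMSO, and 17 of these calls held with an estimated correlation. A list of interferon-inducible genes, and its part without genes already seen, were added after the results were seen.

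The text names members of the study's PPARα list, the 3 PPAR genes, and for EMD against DMSO and DMSO over time up to 10 rises and 10 falls, the largest among called probe sets with 1 symbol and groups that did not overlap. For doses and interactions up to 5 in each direction were taken in the same way, and for each list up to 4 called members with the largest change. In Results, named genes with other probe sets have the changes of these beside them. Groups, comparisons, gene lists, this rule and the alternatives were fixed before the data were examined.

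The comparison of 100 µM EMD with DMSO at 72 h was tested on simulated data over 31042 probe sets, with 50 changed probe sets at each size. Recovered were 46% at a change of 0.5, 88% at 1, 96% at 1.5 and 98% at 2 on the log2 scale, with 2 false calls. Correlations of 2 arrays of a group reached 0.9958, and no arrays were alike enough to be 1 sample deposited again, with root mean square differences within groups from 0.2082 to 0.3633. The labels do not say whether arrays of a group came from separate animals, and the p-values measure the spread between these arrays.

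Whether replicate numbers pair the arrays was checked through deviations from the group means. Of 18 pairs of arrays with the same number within a time, 16 correlated over 0.1, with a median of 0.37 (range 0.01 to 0.63), against -0.17 for different numbers, and 18 of 18 arrays correlated best with their own number. The pairs that stayed under 0.1 set DMSO of replicate 3 at 24 h against either dose, so the correlations alone did not meet the criterion that every pair lie over 0.1. The numbers were taken to pair the arrays because the methods treat the cells of each animal in every way, although no label says that a number marks an animal. This was decided before the fits were compared. The main design has no block. With the number as a block, counts and changed named calls are given.

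Alternatives were the replicate block, cyclic loess, equal array medians, an intensity trend with robust moderation, array weights, fits on the compared groups alone, probe sets above the median level, omission of probe sets marked as cross-hybridising, a threshold of at least 2-fold, the mean of all probe sets of a gene for lists, and each array left out in turn. The neural network list holds 100 probe sets that the study ranked, and its share of calls was set against all probe sets by Fisher's exact test.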

Results

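The expression profiles of 18 cultures of rat primary hepatocytes, the main cell type of the liver, were measured on Affymetrix arrays. The cells came from Wistar rats and were treated in culture with EMD, a compound described as a dual agonist of the nuclear receptors PPARα and PPARγ. PPARα turns on genes that burn fatty acids, and PPARγ is best known for its part in fat cells. EMD was given at 30 or 100 µM for 24 or 72 h, and control cultures received the vehicle, 0.1% DMSO. Each of the 6 groups held 3 arrays. The array values, log2 expression estimates, ran from 2.39 to 14.77, and the median of an array lay between 5.05 and 5.11. The lowest correlation between 2 arrays was 0.961. A change of 1 probe set between 2 groups had a median standard error (SE) of 0.116 on the log2 scale, a precision that the number of arrays limits. Changes below are log2 differences between group means ± SE of the fit, with 3 arrays in each group, and a gene rose or fell where its adjusted p passed 0.05 in limma's moderated test. A number in brackets behind a lost or gained call is its adjusted p, and 2 counts over the list alone are genes that rose, then fell, with p adjusted within that list. The 3' minus 5' difference of the beta-actin control probe sets, a sign of RNA quality, was 1.31 ± 0.0391 (SD, n = 3) in DMSO cultures at 24 h, 1.33 ± 0.0532 with 30 µM and 1.29 ± 0.0889 with 100 µM. At 72 h it was 0.698 ± 0.0536, 0.848 ± 0.0406 and 0.847 ± 0.00578 in the same order. For Gapdh it was 0.289 ± 0.0127, 0.266 ± 0.0296 and 0.215 ± 0.0368 at 24 h and 0.168 ± 0.0237, 0.171 ± 0.0385 and 0.141 ± 0.0245 at 72 h, and for hexokinase 1.4 ± 0.121, 1.63 ± 0.0732 and 1.51 ± 0.103 at 24 h and 1.57 ± 0.0657, 1.5 ± 0.135 and 1.67 ± 0.113 at 72 h.

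The first question was whether EMD moved the genes of the PPARα pathway. The mRNA of the receptor itself did not pass in any comparison of EMD with DMSO. Ppara was at 6.50 ± 0.18 (SD) with 30 µM and 6.47 ± 0.12 with 100 µM at 24 h, against 6.52 ± 0.22 with DMSO, and at 6.45 ± 0.12 and 6.42 ± 0.11 at 72 h, against 5.92 ± 0.57. With array weights Ppara passed at 72 h, at an adjusted p of 0.017 with 30 µM and 0.021 with 100 µM, and without DMSO 72 h replicate 3 (adjusted p = 0.00034 and 0.00057). Ppard, the third member of the family, did not pass in these comparisons either, with changes of -0.21 ± 0.16, -0.22 ± 0.16, -0.06 ± 0.16 and 0.08 ± 0.16 in the same order (other probe set -0.07, -0.06, 0.15 and 0.14). Pparg passed at 100 µM and 72 h, where it rose by 0.72 ± 0.24 (adjusted p = 0.049, a call lost without any 1 of 4 arrays at 0.11 to 0.21), and its changes elsewhere were 0.29 ± 0.24 and 0.33 ± 0.24 at 24 h and, with 30 µM at 72 h, 0.49 ± 0.24 (adjusted p = 0.19, and 0.019 with the replicate block, which calls it). The call at 100 µM was also lost after cyclic loess (adjusted p = 0.059), with array medians made equal (adjusted p = 0.055), in a fit on the arrays compared (adjusted p = 0.13), with an intensity trend and robust moderation (adjusted p = 0.054). Of the 14 genes in the study's PPARα pathway list, 13 rose at 30 µM and 13 at 100 µM after 24 h, and 13 and 13 after 72 h, with none falling in these 4 comparisons. Adjusted over the list alone, 13, 13, 13 and 13 rose. Fabp5, the epidermal fatty acid binding protein, had changes of -0.36 ± 0.20 and 0.14 ± 0.20 at 24 h and -0.22 ± 0.20 at 30 µM and 72 h, none of them passing, and a rise of 0.94 ± 0.20 at 100 µM and 72 h. Acox3, a peroxisomal acyl-CoA oxidase, rose in 3 of the comparisons (0.92 ± 0.15, 0.77 ± 0.15 and 0.84 ± 0.15) but not at 100 µM and 72 h (0.19 ± 0.15).

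**Figure D1:**
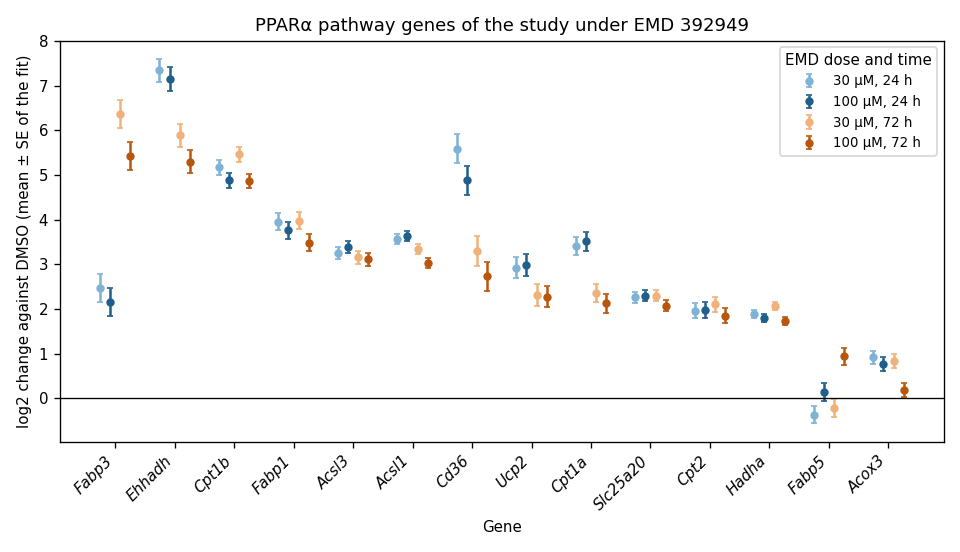
log2 change (y axis, mean ± SE of the fit, 3 arrays per group) of the 14 genes of the study's PPARα pathway list in the 4 comparisons of EMD with DMSO. Ehhadh reached 7.34 at 30 µM and 24 h, the change of Fabp3 with that dose was 2.47 at 24 h and 6.36 at 72 h, and Fabp5 lay between -0.36 and 0.94.

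At 24 h, 30 µM EMD raised genes that take up, activate and burn fatty acids. The largest rise among called genes was that of Acot1, a cytosolic acyl-CoA thioesterase, by 8.70 ± 0.09 (adjusted p = 2.2e-19). With DMSO Acot1 stood at 3.51 ± 0.062 (SD), under the median of the arrays, where no signal over background is shown, so the size of its rise is uncertain here and in the comparisons below. The same holds for other dim genes, since 6 of 21, 6 of 25, 8 of 22 and 5 of 23 named rises, with 30 and 100 µM at 24 h and at 72 h in turn, began under the median, counts added after the results were seen. Ehhadh, the bifunctional enzyme of peroxisomal β-oxidation, rose by 7.34 ± 0.26, and Pdk4, the kinase that shuts off pyruvate dehydrogenase, by 6.03 ± 0.19, with its other probe set at 4.23. Also up were the fatty acid transporter Cd36 (5.59 ± 0.33) and the phosphate transporter Slc34a2 (5.57 ± 0.30). So were the muscle carnitine palmitoyltransferase Cpt1b (5.17 ± 0.16), the protease inhibitor Serpine2 (4.97 ± 0.23) and the glycerol channel Aqp7 (4.54 ± 0.30). Pklr, the liver pyruvate kinase of glycolysis, fell by 2.17 ± 0.26 (adjusted p = 3.6e-05, other probe set -2.13), and Bcat1, which transaminates branched-chain amino acids, fell by 2.10 ± 0.29 (other probe set -0.95). The decoy interleukin-1 receptor Il1r2 fell by 1.93 ± 0.32 and neuropeptide Y (Npy) by 1.91 ± 0.38.

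Of 25 measured genes of mitochondrial β-oxidation and ketogenesis, 22 rose and 0 fell (23 and 0 over the list alone), among them Cpt1a (3.41 ± 0.21, other probe set 2.73) and Acat1 (2.98 ± 0.13, other probe set 3.59), camera adjusted p = 7e-59. Of 44 peroxisomal genes, 28 rose and 0 fell (31 and 0 over the list alone), with the thioesterases Acot4 (3.60 ± 0.15) and Acot3 (3.34 ± 0.11) and the division factor Pex11a (3.0 ± 0.23, other probe set 3.31) as examples (camera adjusted p = 9.8e-44). Of 34 genes of fatty acid uptake and lipid droplets, 17 rose and 0 fell (19 and 0 over the list alone), including Fabp1 (3.95 ± 0.19) and the secreted lipase inhibitor Angptl4 (3.17 ± 0.13), camera adjusted p = 1.6e-21. The study's PPARα list also passed (camera adjusted p = 2.9e-40). Among 10 CYP4 fatty acid hydroxylases 3 rose and 2 fell (3 and 2 over the list alone), with rises of Cyp4a1 (5.15 ± 0.23) and Cyp4a3 (4.64 ± 0.22) and a fall of Cyp4f1 (-0.95 ± 0.18), camera adjusted p = 0.013, and 0.27 with an estimated correlation. Of 20 cholesterol synthesis genes 3 rose and 0 fell (6 and 0 over the list alone), such as Fdps (0.64 ± 0.15), and the list passed (camera adjusted p = 6e-04, and 0.49 with an estimated correlation). Of 15 nuclear receptors and coregulators 3 rose and 0 fell (3 and 0 over the list alone), among them Rxrg (1.50 ± 0.18, other probe set 0.03), camera adjusted p = 0.014, and 0.27 with an estimated correlation. Lower lists were those of acute phase proteins and complement, in which 2 of 30 fell (1 and 3 over the list alone, camera adjusted p = 0.037, and 0.76 with an estimated correlation), and of p53 targets and apoptosis, in which 2 of 15 fell (0 and 4 over the list alone, camera adjusted p = 0.013, and 0.32 with an estimated correlation). The mean change of the macrophage markers was -0.24 ± 0.09 (SE over members), that of stellate cell and fibroblast markers -0.06 ± 0.06, of endothelial markers -0.02 ± 0.06 and of cholangiocyte markers -0.04 ± 0.15, none of them passing. Beside these lists the mean 3' minus 5' differences (n = 3) were beta-actin 1.33 against 1.31, Gapdh 0.266 against 0.289 and hexokinase 1.63 against 1.4 with DMSO. The other 13 lists did not pass, from NRF2 targets, at an adjusted p of 0.05 that lay above the threshold before rounding, to the cholangiocyte markers at 0.93. With the replicate block the adipocyte genes (0.039), NRF2 targets (0.039), ER stress genes (0.039) and cytoskeleton genes (0.029) passed as well.

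In total limma called 1664 of the 31042 probe sets, 1041 higher and 623 lower with 30 µM at 24 h (1131 and 514 after cyclic loess), and 441 of the called differed at least 2-fold (367 higher and 74 lower). Leaving out 1 array moved the count most for EMD 30 µM 24 h replicate 2, to 1027. Calls of lists were lost for the CYP4 hydroxylases without DMSO 24 h replicate 3 (0.058) and for the acute phase genes without DMSO 24 h replicate 1 (0.10), EMD 30 µM 24 h replicate 2 (0.23). Of the genes named, Fdps lost its call without EMD 30 µM 24 h replicate 1 (0.079), DMSO 24 h replicate 2 (0.06), EMD 30 µM 24 h replicate 3 (0.066). In a fit on the arrays compared Fdps (0.13) lost its call. Among lists, the NRF2 targets (0.026) and the ER stress genes (0.037) gained a call after cyclic loess, and the adipocyte genes (0.036) gained a call with the mean of all probe sets of a gene.

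With 100 µM for 24 h, genes of fatty acid metabolism rose as well. Acot1 rose by 8.67 ± 0.09 (adjusted p = 2.3e-19), Ehhadh by 7.15 ± 0.26 and Pdk4 by 6.24 ± 0.19 (other probe set 4.47). Slc34a2 (5.25 ± 0.30), Cyp4a1 (4.91 ± 0.23), Cd36 (4.88 ± 0.33), Cpt1b (4.88 ± 0.16) and Serpine2 (4.67 ± 0.23) followed. The falls were led by Pklr, by 2.64 ± 0.26 (adjusted p = 3.6e-06, other probe set -2.41). Serpind1, the thrombin inhibitor heparin cofactor II, fell by 1.80 ± 0.26, the vasopressin receptor Avpr1a by 1.80 ± 0.30, and the coagulation factor F5 by 1.69 ± 0.29.

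Mitochondrial β-oxidation genes rose in 22 of 25 cases (22 and 0 over the list alone, camera adjusted p = 2.1e-49), peroxisomal genes in 26 of 44 (29 and 1 over the list alone, camera adjusted p = 2.2e-38) and fatty acid uptake genes in 17 of 34 (17 and 1 over the list alone, camera adjusted p = 1.8e-21), with none falling. Examples were Cpt1a (3.52 ± 0.21, other probe set 2.84), Hacl1 (3.14 ± 0.26) and Nudt7 (3.15 ± 0.10). The study's PPARα list passed too (camera adjusted p = 1.2e-39). Of 20 cholesterol synthesis genes 8 rose and 0 fell (8 and 0 over the list alone), among them Fdft1 (0.97 ± 0.18, other probe set 0.57) and Fdps (0.87 ± 0.15), camera adjusted p = 1.3e-08, and 0.23 with an estimated correlation. Of 21 lipogenic genes 7 rose and 2 fell (9 and 5 over the list alone), with rises of the elongase Elovl6 (3.45 ± 0.18, other probe set 2.97) and malic enzyme Me1 (1.90 ± 0.21, other probe set 1.77) beside the fall of Pklr (camera adjusted p = 0.0019, and 0.11 with an estimated correlation). Of 15 adipocyte genes known as PPARγ targets 2 rose and 0 fell (2 and 0 over the list alone), Aqp7 (3.94 ± 0.30) and the lipid droplet protein Cidea (1.20 ± 0.21), camera adjusted p = 0.032, and 0.10 with an estimated correlation. The nuclear receptor list passed as well, with 3 of 15 higher (3 and 0 over the list alone, camera adjusted p = 0.014, and 0.23 with an estimated correlation). Of 30 acute phase genes 0 rose and 2 fell (0 and 3 over the list alone, camera adjusted p = 0.00091, and 0.58 with an estimated correlation). Of 37 genes of the cytoskeleton, epithelial-mesenchymal transition and TGFβ signalling 2 rose and 8 fell (2 and 9 over the list alone), including the intermediate filament vimentin (-1.05 ± 0.17 for Vim), camera adjusted p = 0.017, and 0.58 with an estimated correlation. The macrophage markers changed by -0.27 ± 0.08 on average (SE over members) and did not pass (camera adjusted p = 0.11), and the mean 3' minus 5' differences (n = 3) were beta-actin 1.29 against 1.31, Gapdh 0.215 against 0.289 and hexokinase 1.51 against 1.4 with DMSO. The other 12 lists did not pass, with camera adjusted p from 0.079 for the CYP4 hydroxylases to 0.96 for the cholangiocyte markers.

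In total limma called 1867 of the 31042 probe sets, 950 higher and 917 lower with 100 µM at 24 h (1069 and 766 after cyclic loess), and 459 of the called differed at least 2-fold (321 higher and 138 lower). Without EMD 100 µM 24 h replicate 2 the count was 1207. Calls of lists were lost for the adipocyte genes without DMSO 24 h replicate 3 (0.14), EMD 100 µM 24 h replicate 3 (0.059) and for the cytoskeleton genes without DMSO 24 h replicate 1 (0.10), EMD 100 µM 24 h replicate 2 (0.13). Among lists, the adipocyte genes (0.053) lost a call after cyclic loess, and the CYP4 hydroxylases (0.043) gained a call with the mean of all probe sets of a gene.

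At 72 h, 30 µM EMD raised genes of fatty acid metabolism, and some genes of plasma proteins and of the cytoskeleton fell. Acot1 rose by 8.72 ± 0.09 (adjusted p = 2.1e-19). Fabp3, the fatty acid binding protein of heart and muscle, rose by 6.36 ± 0.31, and the glycerol channels Aqp7 and Aqp3 by 6.33 ± 0.30 and 5.81 ± 0.41. Ehhadh rose by 5.89 ± 0.26, Serpine2 by 5.75 ± 0.23, the nicotinic acetylcholine receptor subunit Chrna2 by 5.72 ± 0.31, Cpt1b by 5.46 ± 0.16 and the calcium channel subunit Cacna2d3 by 4.79 ± 0.38. Il1r2 fell by 4.93 ± 0.32 (adjusted p = 1.4e-08), and Npy by 3.87 ± 0.38. Cyp2c11, the cytochrome P450 typical of male rat liver, fell by 3.56 ± 0.35, the urea cycle enzyme Ass1 by 3.06 ± 0.22, the mitochondrial carbonic anhydrase Car5a by 3.05 ± 0.27, the glycine conjugating enzyme Glyat by 3.03 ± 0.35 and the connective tissue growth factor Ccn2 by 2.87 ± 0.47.

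Of the mitochondrial β-oxidation genes 25 of 25 rose (25 and 0 over the list alone, camera adjusted p = 6.1e-36), of the peroxisomal genes 31 of 44 (32 and 0 over the list alone, camera adjusted p = 7.1e-27), and of the fatty acid uptake genes 21 of 34 rose and 2 fell (21 and 4 over the list alone, camera adjusted p = 1.7e-15). Examples were Acat1 (3.08 ± 0.13, other probe set 3.88), Hacl1 (3.92 ± 0.26), Crat (3.12 ± 0.13) and Slc22a5 (2.80 ± 0.10). The study's PPARα list passed too (camera adjusted p = 4.5e-23). Of the lipogenic genes 12 of 21 rose and 1 fell (12 and 2 over the list alone). The desaturases Scd2 and Fads2 rose by 3.56 ± 0.40 (other probe sets 0.10 to 0.82) and 2.75 ± 0.31, Me1 by 2.62 ± 0.21 (other probe set 2.65) and Elovl6 by 2.42 ± 0.18 (other probe set 2.41, camera adjusted p = 1.5e-06). Of 15 adipocyte genes 5 rose and 0 fell (5 and 0 over the list alone), with Cidea at 1.92 ± 0.21 and complement factor D (Cfd) at 1.26 ± 0.27 (camera adjusted p = 0.00019). Cholesterol synthesis genes rose in 7 of 20 cases (8 and 0 over the list alone, camera adjusted p = 0.0022, and 0.46 with an estimated correlation) and nuclear receptor genes in 6 of 15, including the bile acid receptor Nr1h4 (1.31 ± 0.15) (7 and 1 over the list alone, camera adjusted p = 0.001, and 0.11 with an estimated correlation). Of 20 xenobiotic metabolism genes under the receptors CAR, PXR and AhR 8 rose and 3 fell (10 and 7 over the list alone), with a rise of Cyp3a23-3a1 (1.99 ± 0.17) and a fall of the canalicular pump Abcc2 (-2.29 ± 0.31), camera adjusted p = 0.039, and 0.34 with an estimated correlation.

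Falling lists at this dose and time were those of the cytoskeleton, with 20 of 37 lower and 1 higher, such as S100a6 (-2.35 ± 0.39) and Vim (-1.58 ± 0.17) (1 and 26 over the list alone, camera adjusted p = 3.3e-08, and 0.16 with an estimated correlation), and of acute phase proteins, with 13 of 30 lower and 2 higher, such as the iron hormone hepcidin (Hamp, -2.20 ± 0.57) and Itih4 (-1.95 ± 0.20) and A2m (-1.81 ± 0.18) (2 and 14 over the list alone, camera adjusted p = 1.3e-05, and 0.34 with an estimated correlation). ER stress genes fell in 7 of 24 cases (1 and 8 over the list alone, camera adjusted p = 0.0052, and 0.34 with an estimated correlation) and p53 and apoptosis genes in 5 of 15 (0 and 7 over the list alone, camera adjusted p = 0.0049, and 0.25 with an estimated correlation). Beside these falls, the mean 3' minus 5' differences (n = 3) were beta-actin 0.848 against 0.698, Gapdh 0.171 against 0.168 and hexokinase 1.5 against 1.57 with DMSO. The macrophage markers changed by -0.37 ± 0.14 on average (SE over members, camera adjusted p = 0.11, 0.041 with the replicate block). The other 9 lists did not pass, with camera adjusted p from 0.11 for the macrophage markers to 0.88 for the stellate cell and fibroblast markers. In the proliferation list the mean (-0.01) and the direction camera gave, upward, differed in sign.

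In all, limma called 5309 of the 31042 probe sets, 2446 higher and 2863 lower with 30 µM at 72 h (2545 and 2670 after cyclic loess), and 1292 of the called differed at least 2-fold (655 higher and 637 lower). The xenobiotic list lost its call without DMSO 72 h replicate 1 (0.13), EMD 30 µM 72 h replicate 1 (0.062), EMD 30 µM 72 h replicate 3 (0.058), and Hamp without DMSO 72 h replicate 1 (0.072), EMD 30 µM 72 h replicate 3 (0.055). The comparisons at 24 and 72 h share no arrays. At 30 µM, 866 probe sets were higher at both times, where independent lists would share 82. Lower at both were 448, against 57.5, and 5 were called in opposite directions, against 145.

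With 100 µM for 72 h genes of fatty acid metabolism rose, and some genes of liver function and plasma proteins fell. Acot1 rose by 8.58 ± 0.09 (adjusted p = 2.8e-19), Serpine2 by 5.87 ± 0.23 and Scd2 by 5.61 ± 0.40, although 3 other probe sets of Scd2 changed by 0.15 to 2.47. Fabp3 rose by 5.43 ± 0.31, Chrna2 by 5.34 ± 0.31, Ehhadh by 5.30 ± 0.26 and Aqp7 by 5.21 ± 0.30. The largest fall among called genes was that of Il1r2, by 4.37 ± 0.32 (adjusted p = 8.4e-08). Next were the plasma protein Hrg, histidine-rich glycoprotein, which fell by 4.21 ± 0.37, osteomodulin (Omd), which fell by 3.66 ± 0.34, and the organic anion uptake transporter Slco1a1, which fell by 3.62 ± 0.38. Cyp2c11 fell by 3.48 ± 0.35, Glyat by 3.42 ± 0.35, Serpind1 by 3.39 ± 0.26 and Pklr by 3.23 ± 0.26 (other probe set -1.35).

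Of 29 liver function genes 2 rose and 13 fell (3 and 16 over the list alone). The urea cycle enzymes Otc and Ass1 fell by 2.94 ± 0.32 and 2.31 ± 0.22, and the gap junction protein Gjb1 by 1.48 ± 0.25, while glycogen synthase 2 (Gys2) rose by 1.59 ± 0.17 (camera adjusted p = 2e-04, and 0.17 with an estimated correlation). Of 30 acute phase and complement genes 0 rose and 21 fell (0 and 23 over the list alone), such as C1s (-2.36 ± 0.46), Serpina3n (-1.94 ± 0.25) and C4bpa (-1.80 ± 0.38), camera adjusted p = 2.3e-11, and 0.14 with an estimated correlation. Of 37 cytoskeleton genes 1 rose and 14 fell (2 and 19 over the list alone), among them Ccn2 (-2.68 ± 0.47) and S100a6 (-1.68 ± 0.39), camera adjusted p = 6.8e-06, and 0.25 with an estimated correlation. Beside these 3 lists, the mean 3' minus 5' differences (n = 3) were beta-actin 0.847 against 0.698, Gapdh 0.141 against 0.168 and hexokinase 1.67 against 1.57 with DMSO. The macrophage markers changed by -0.31 ± 0.13 on average, stellate cell and fibroblast markers by -0.08 ± 0.10, endothelial markers by 0.12 ± 0.06 and cholangiocyte markers by -0.26 ± 0.17 (SE over members), and none of these 4 lists passed.

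Of the mitochondrial β-oxidation genes 23 of 25 rose (23 and 0 over the list alone, camera adjusted p = 3.2e-26), and of the peroxisomal genes 26 of 44 rose and 1 fell (28 and 3 over the list alone, camera adjusted p = 7.1e-16, and 0.071 with an estimated correlation). The gene that fell was Pecr (-0.71 ± 0.15), a peroxisomal enoyl-CoA reductase named after its value was seen. Among 34 fatty acid uptake genes 19 rose and 3 fell (21 and 3 over the list alone, camera adjusted p = 9.6e-13), the bile acid and fatty acid ligase Slc27a5 (-2.63 ± 0.51) among the latter. The study's PPARα list passed too (camera adjusted p = 7.8e-22). Lipogenic genes rose in 11 of 21 cases and fell in 1 (11 and 2 over the list alone, camera adjusted p = 0.00011, and 0.069 with an estimated correlation), with rises of Elovl6 (2.88 ± 0.18, other probe set 2.44), Me1 (2.88 ± 0.21, other probe set 2.76) and Scd (2.11 ± 0.17). Adipocyte genes rose in 3 of 15 cases (3 and 0 over the list alone, camera adjusted p = 0.025, and 0.071 with an estimated correlation) and nuclear receptor genes in 7 of 15, with 2 falling (8 and 2 over the list alone, camera adjusted p = 0.0027, and 0.14 with an estimated correlation), and Rxrg changed by 2.14 ± 0.18 (other probe set 0.35). The other 12 lists did not pass, with camera adjusted p from 0.06 for the proliferation genes to 0.94 for the stellate cell and fibroblast markers. For the CYP4, NRF2 and ER stress lists camera gave a downward direction while the means were 0.08, 0.08 and 0.01 and the medians -0.27, -0.05 and -0.09.

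In all, limma called 5308 of the 31042 probe sets, 2302 higher and 3006 lower with 100 µM at 72 h (2270 and 3032 after cyclic loess), and 1193 of the called differed at least 2-fold (494 higher and 699 lower). Fitted on the 6 arrays of these 2 groups alone the count was 3305, and with array weights 8192. The adipocyte list lost its call without DMSO 72 h replicate 1 (0.061), EMD 100 µM 72 h replicate 1 (0.11). At 100 µM, 722 probe sets were higher at both times, where independent lists would share 70.4. Lower at both were 692, against 88.8, and 3 were called in opposite directions, against 160. In a fit on the arrays compared C4bpa (0.06) and Pecr (0.052) lost their calls.

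**Figure D2:**
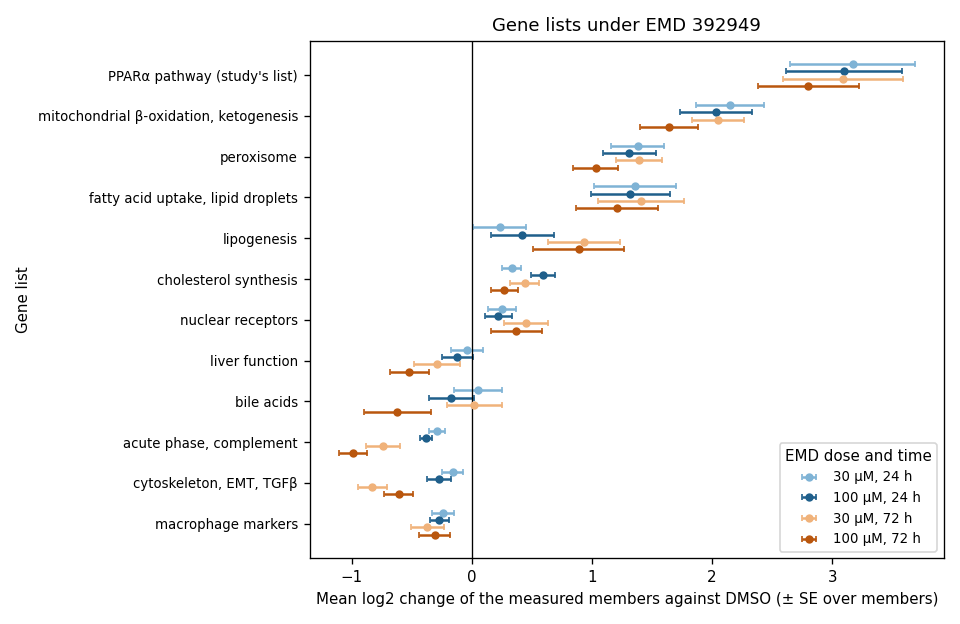
Mean log2 change of the measured members of 12 gene lists against DMSO (x axis, ± SE over members), for each dose and time of EMD. The mitochondrial β-oxidation list lay at 2.15 with 30 µM at 24 h, and the acute phase list went from -0.38 at 24 h to -0.99 at 72 h with 100 µM.

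**Figure D3:**
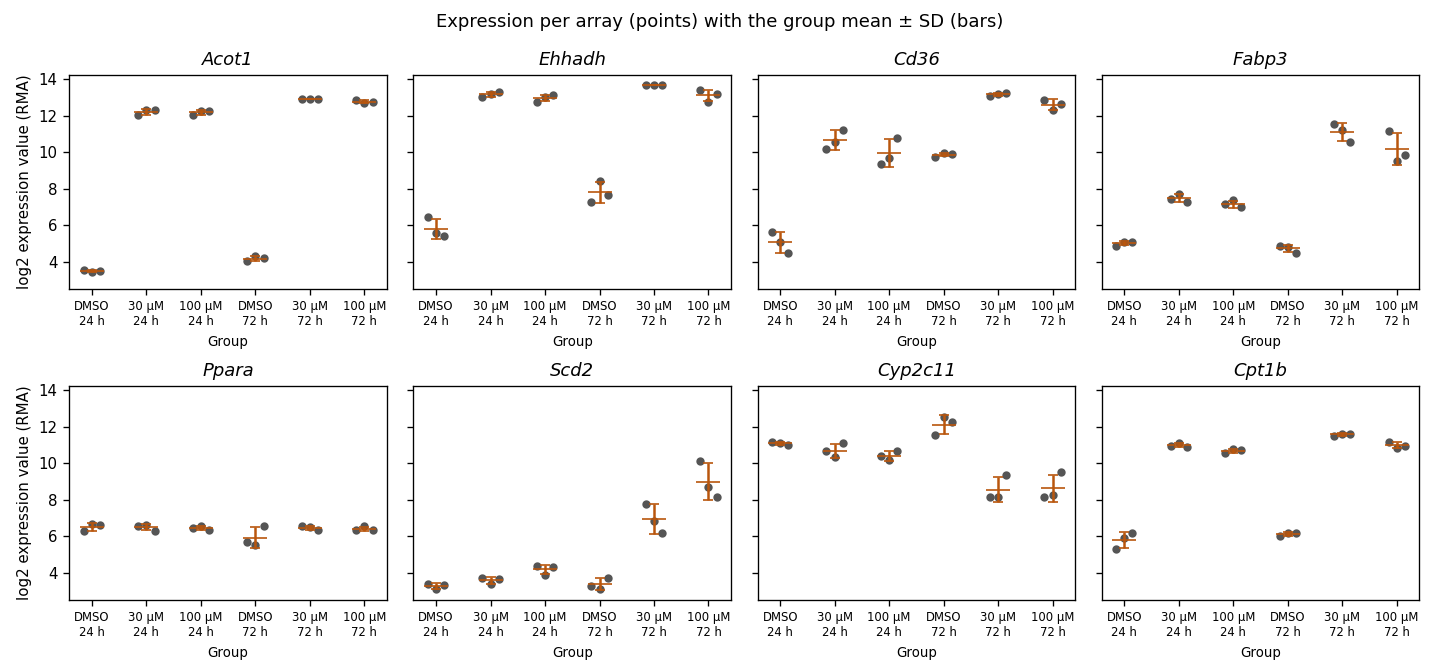
log2 expression value (y axis) of 8 genes on each of the 18 arrays (points) with the group mean ± SD (bars, n = 3). At 24 h the mean of Acot1 was 3.51 with DMSO and 12.2 with 30 µM, at 72 h that of Cyp2c11 was 12.1 with DMSO and 8.63 with 100 µM, and Ppara lay between 5.51 and 6.69 on the 18 arrays.

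The doses were compared directly to ask whether 100 µM did more than 30 µM. At 24 h, limma called 0 of the 31042 probe sets, with 1421 at an unadjusted p under 0.05. The replicate block called 3 and array weights 9, and without EMD 30 µM 24 h replicate 2 the count was 2. Cyclic loess, equal medians, a trended robust fit and the other settings tried called 0. Differences within the study's PPARα list ran from -0.71 ± 0.33 for Cd36 to 0.49 ± 0.20 for Fabp5, with -0.19 ± 0.26 for Ehhadh. The 95% interval of the difference lay within 1 log2 unit of 0 for 98.2% of the probe sets. As lists, lipogenic genes (0.20 ± 0.06, SE over members, camera adjusted p = 0.0044, and 0.57 with an estimated correlation), cholesterol synthesis genes (0.26 ± 0.04, camera adjusted p = 0.00011, and 0.62 with an estimated correlation) and ER stress genes (0.14 ± 0.04, camera adjusted p = 0.024, and 0.62 with an estimated correlation) were higher at 100 µM, and mitochondrial β-oxidation genes were lower (-0.13 ± 0.04, camera adjusted p = 0.0044, and 0.62 with an estimated correlation). No member of these lists passed over all probe sets. The other 18 lists did not pass, with camera adjusted p from 0.066 for the stellate cell and fibroblast markers to 0.98 for the fatty acid uptake genes. The replicate block called the cytoskeleton list (0.017) and the stellate cell and fibroblast markers (0.035) as well, and calls were lost for the mitochondrial β-oxidation genes without EMD 100 µM 24 h replicate 1 (0.20), EMD 30 µM 24 h replicate 2 (0.067), for the cholesterol synthesis genes without EMD 100 µM 24 h replicate 1 (0.27), EMD 30 µM 24 h replicate 2 (0.087), for the ER stress genes without EMD 100 µM 24 h replicate 1 (0.078), EMD 100 µM 24 h replicate 2 (0.067), EMD 30 µM 24 h replicate 3 (0.12). Among lists, the p53 and apoptosis genes (0.047) gained a call with the mean of all probe sets of a gene.

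At 72 h the doses differed. Sdf2l1, a chaperone partner of the endoplasmic reticulum, was 2.63 ± 0.43 higher with 100 µM than with 30 µM (adjusted p = 0.0049), the glycerol channel Aqp9 2.47 ± 0.51, Cox6a2, the muscle form of a respiratory chain subunit, 2.13 ± 0.37, and Scd2 2.05 ± 0.40 (other probe sets 0.05 to 1.65). Dhrs7l1, of the short-chain dehydrogenase family, was lower with 100 µM (-3.72 ± 0.46, adjusted p = 0.00088). Slco1a1 differed by -2.88 ± 0.38, Cyp8b1, the sterol 12α-hydroxylase of bile acid synthesis, by -2.82 ± 0.43, and Cyp2a2 by -2.28 ± 0.30. Several fatty acid lists were lower at the higher dose in camera at its preset correlation, though most of their members did not pass. Mitochondrial β-oxidation genes differed by -0.41 ± 0.06 on average, with 8 of 25 lower (0 and 14 over the list alone, camera adjusted p = 1e-11, and 0.14 with an estimated correlation), and peroxisomal genes by -0.36 ± 0.06, with 10 of 44 lower (1 and 23 over the list alone, camera adjusted p = 1e-11, and 0.20 with an estimated correlation). The fatty acid uptake list (-0.21 ± 0.07, with 2 called higher and 2 lower of 34, camera adjusted p = 0.0015, and 0.20 with an estimated correlation), the study's PPARα list (-0.29 ± 0.13, with 1 called higher and 2 lower of 14, camera adjusted p = 0.001, and 0.22 with an estimated correlation), the CYP4 list (-0.39 ± 0.18, with 0 called higher and 1 lower of 10, camera adjusted p = 0.0074, and 0.24 with an estimated correlation), the adipocyte list (-0.25 ± 0.12, with 0 called higher and 1 lower of 15, camera adjusted p = 0.0044, and 0.12 with an estimated correlation) and the cholesterol synthesis list (-0.17 ± 0.05, camera adjusted p = 0.027, and 0.62 with an estimated correlation) were lower too. In the study's list Fabp5 was higher at 100 µM (1.16 ± 0.20, adjusted p = 0.0058), and Acox3 (-0.65 ± 0.15) and Cpt1b (-0.60 ± 0.16) were lower. Lower as lists, too, were liver function genes, of which 4 of 29 were lower (2 and 9 over the list alone, camera adjusted p = 0.0017, and 0.29 with an estimated correlation), bile acid genes (2 of 19, 0 and 6 over the list alone, camera adjusted p = 0.00024, and 0.21 with an estimated correlation) and acute phase genes (6 of 30, with 3 higher, 4 and 13 over the list alone, camera adjusted p = 0.0015, and 0.53 with an estimated correlation). Higher with 100 µM were the lists of proliferation (0.16 ± 0.04, camera adjusted p = 0.011, and 0.34 with an estimated correlation), of p53 and apoptosis (0.23 ± 0.08, camera adjusted p = 0.027, and 0.41 with an estimated correlation) and of the cytoskeleton (0.22 ± 0.05, camera adjusted p = 0.015, and 0.56 with an estimated correlation). The other 9 lists did not pass, with camera adjusted p from 0.057 for the xenobiotic metabolism genes to 0.82 for the nuclear receptor genes.

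limma called 963 probe sets between the doses at 72 h, 388 higher and 575 lower with 100 µM (304 and 627 after cyclic loess), and 1625 with the replicate block. The count was 492 without EMD 30 µM 72 h replicate 1, 2541 without EMD 100 µM 72 h replicate 1, 238 without EMD 30 µM 72 h replicate 2, 141 without EMD 100 µM 72 h replicate 2, 336 without EMD 30 µM 72 h replicate 3, 177 without EMD 100 µM 72 h replicate 3. It was 141 when only the arrays of the 2 groups entered the fit, 31 higher and 110 lower, so the balance of directions depends on the fit, and 3336 with array weights. List calls were lost for the cholesterol synthesis genes without any 1 of 4 arrays (0.052 to 0.29), for the acute phase genes without EMD 30 µM 72 h replicate 1 (0.077), for the p53 and apoptosis genes without EMD 100 µM 72 h replicate 2 (0.085), EMD 30 µM 72 h replicate 3 (0.066), for the cytoskeleton genes without EMD 100 µM 72 h replicate 1 (0.39), EMD 30 µM 72 h replicate 2 (0.18). Among lists, the p53 and apoptosis genes (0.066) and the cytoskeleton genes (0.12) lost a call after cyclic loess. Calls of named genes were lost for Acox3 without any 1 of 4 arrays (0.091 to 0.16), for Aqp9 without any 1 of 4 arrays (0.061 to 0.11), for Cox6a2 without EMD 100 µM 72 h replicate 2 (0.055), for Cpt1b without any 1 of 5 arrays (0.096 to 0.23), for Scd2 without EMD 30 µM 72 h replicate 2 (0.057), EMD 30 µM 72 h replicate 3 (0.061). In a fit on the arrays compared Acox3 (0.12), Aqp9 (0.18), Cpt1b (0.064), Cyp8b1 (0.069), Scd2 (0.14) and Sdf2l1 (0.10) lost their calls. With array medians made equal Cpt1b (0.056) lost its call.

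The response to EMD was then compared between the times by the interaction term, the change at 72 h minus the change at 24 h. With 30 µM, the responses of Aqp3 (4.39 ± 0.59, adjusted p = 0.0019), the sulfotransferase Sult1c3 (3.97 ± 0.62) and Fabp3 (3.89 ± 0.44) grew and so did that of Scd2 (3.23 ± 0.57, other probe sets 0.18 to 0.87). The term was negative for Cyp2c11 (-3.15 ± 0.50) and Il1r2 (-3.0 ± 0.45), which lay further below DMSO at 72 h than at 24 h, and for Cyp4a3 (-2.48 ± 0.31), Cd36 (-2.28 ± 0.46), Cyp4a1 (-1.69 ± 0.33) and Pdk4 (-1.62 ± 0.27, other probe set 0.30), whose rises were smaller. Ehhadh (-1.45 ± 0.37, adjusted p = 0.078) and Cpt1a (-1.05 ± 0.30, other probe set -0.15, adjusted p = 0.12) did not pass but were called with the replicate block (0.049 and 0.024), and the study's PPARα list (-0.08 ± 0.36), the mitochondrial list (-0.10 ± 0.14) and the peroxisomal list (0.00 ± 0.07) did not pass. Lipogenic genes (0.71 ± 0.18 on average, SE over members, camera adjusted p = 6.1e-08) and adipocyte genes (0.43 ± 0.16, camera adjusted p = 0.002) had positive terms, and so did nuclear receptor genes (0.20 ± 0.09, camera adjusted p = 0.037, and 0.34 with an estimated correlation) and endothelial markers (0.19 ± 0.07, with no member called and 1 of 12 above the median level, Eng at 0.81 ± 0.20, called only with the block, camera adjusted p = 0.042, and 0.26 with an estimated correlation; 0.057 with the replicate block). Negative terms were those of cytoskeleton genes (-0.68 ± 0.09, camera adjusted p = 3.5e-10, and 0.23 with an estimated correlation), acute phase genes (-0.45 ± 0.10, camera adjusted p = 0.00014, and 0.55 with an estimated correlation), CYP4 hydroxylases (-0.57 ± 0.28, camera adjusted p = 0.02, and 0.34 with an estimated correlation) and liver function genes (-0.25 ± 0.14, camera adjusted p = 0.042, and 0.55 with an estimated correlation; 0.051 with the block). The other 14 lists did not pass, with camera adjusted p from 0.10 for the xenobiotic metabolism genes to 0.95 for the proliferation genes. limma called 292 probe sets, 128 higher and 164 lower (119 and 145 after cyclic loess), and 924 with the replicate block. The count was 151 without EMD 30 µM 24 h replicate 1, 194 without DMSO 24 h replicate 2, 123 without DMSO 72 h replicate 2, 123 without EMD 30 µM 72 h replicate 2, 152 without DMSO 24 h replicate 3, 129 without EMD 30 µM 24 h replicate 3, 475 without DMSO 72 h replicate 3, 152 without EMD 30 µM 72 h replicate 3, and 641 with array weights. List calls were lost for the CYP4 hydroxylases without DMSO 24 h replicate 3 (0.094), for the liver function genes without any 1 of 6 arrays (0.056 to 0.35), for the endothelial markers without any 1 of 5 arrays (0.051 to 0.11), for the nuclear receptor genes without any 1 of 4 arrays (0.05 to 0.24). Among lists, the liver function genes (0.10) and the endothelial markers (0.15) lost a call after cyclic loess, and the liver function genes (0.089) and the endothelial markers (0.089) lost a call with the mean of all probe sets of a gene. Calls of named genes were lost for Cd36 without any 1 of 6 arrays (0.054 to 0.079), for Cyp4a1 without any 1 of 4 arrays (0.059 to 0.066). In a fit on the arrays compared Cyp4a1 (0.056) lost its call. With an intensity trend and robust moderation Cd36 (0.059) lost its call.

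With 100 µM the largest gains were those of Scd2 (4.69 ± 0.57, adjusted p = 0.0015, other probe sets 0.21 to 2.27), Aqp3 (3.53 ± 0.59) and Fabp3 (3.27 ± 0.44), followed by Soat1, the cholesterol acyltransferase (2.55 ± 0.31, other probe set 2.19). The term was negative for Il1r2 (-3.08 ± 0.45), Hrg (-3.05 ± 0.52) and Cyp2c11 (-2.78 ± 0.50), which lay further below DMSO at 72 h than at 24 h. It was negative too for Cyp4a3 (-2.82 ± 0.31), Cyp4a1 (-2.20 ± 0.33) and Pdk4 (-1.84 ± 0.27, other probe set -0.11). With 100 µM Cyp4a3 held at 13.2, and with DMSO it rose by 2.81. The mitochondrial β-oxidation list (-0.39 ± 0.13, with 1 called positive and 3 negative of 25, camera adjusted p = 8.8e-05, and 0.37 with an estimated correlation), the peroxisomal list (-0.28 ± 0.07, with 0 called positive and 4 negative of 44, camera adjusted p = 8.8e-05, and 0.43 with an estimated correlation), the CYP4 list (-0.81 ± 0.34, with 0 called positive and 2 negative of 10, camera adjusted p = 0.00019, and 0.37 with an estimated correlation) and the study's PPARα list (-0.30 ± 0.34, with 1 called positive and 3 negative of 14, camera adjusted p = 0.0038, and 0.37 with an estimated correlation) had negative terms. In the study's list Cd36 (-2.14 ± 0.46), Ehhadh (-1.85 ± 0.37) and Cpt1a (-1.39 ± 0.30, other probe set -0.61) were called negative and Fabp3 positive, and the fatty acid uptake list did not pass (-0.11 ± 0.16, with 2 called positive and 2 negative of 34, camera adjusted p = 0.30). Negative as lists were also acute phase genes (-0.61 ± 0.10, camera adjusted p = 1.9e-08, and 0.37 with an estimated correlation), liver function genes (-0.41 ± 0.11, camera adjusted p = 8.8e-05, and 0.37 with an estimated correlation), cytoskeleton genes (-0.35 ± 0.08, camera adjusted p = 0.00044, and 0.43 with an estimated correlation) and cholesterol synthesis genes (-0.31 ± 0.08, camera adjusted p = 0.003, and 0.49 with an estimated correlation). Lipogenic genes (0.47 ± 0.24, camera adjusted p = 0.0061, and 0.37 with an estimated correlation) and nuclear receptor genes (0.14 ± 0.16, camera adjusted p = 0.036, and 0.41 with an estimated correlation) had positive terms. The other 12 lists did not pass, with camera adjusted p from 0.054 for the bile acid genes to 0.86 for the xenobiotic metabolism genes. The bile acid list passed with the replicate block (0.038). limma called 215 probe sets, 76 higher and 139 lower (65 and 138 after cyclic loess), and 534 with the replicate block. The count was 136 without EMD 100 µM 24 h replicate 1, 800 without EMD 100 µM 72 h replicate 1, 141 without DMSO 24 h replicate 2, 110 without EMD 100 µM 24 h replicate 2, 57 without DMSO 72 h replicate 2, 88 without EMD 100 µM 72 h replicate 2, 83 without DMSO 24 h replicate 3, 64 without EMD 100 µM 24 h replicate 3, 68 without EMD 100 µM 72 h replicate 3, 76 when only the arrays of the 4 groups entered the fit, and 1090 with array weights. List calls were lost for the lipogenic genes without EMD 100 µM 72 h replicate 1 (0.13), for the cholesterol synthesis genes without EMD 100 µM 24 h replicate 1 (0.15), DMSO 24 h replicate 2 (0.14), for the nuclear receptor genes without any 1 of 5 arrays (0.051 to 0.30). Calls of named genes were lost for Cd36 without any 1 of 8 arrays (0.062 to 0.12), for Cpt1a without any 1 of 7 arrays (0.079 to 0.12), for Cyp2c11 without any 1 of 4 arrays (0.051 to 0.064), for Ehhadh without any 1 of 7 arrays (0.067 to 0.092), for Hrg without DMSO 72 h replicate 2 (0.051). In a fit on the arrays compared Cd36 (0.11), Cpt1a (0.082) and Ehhadh (0.13) lost their calls. With an intensity trend and robust moderation Cd36 (0.087) and Ehhadh (0.056) lost their calls.

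Vehicle cultures changed between 24 and 72 h. The microtubule protein Map2 was 5.14 ± 0.67 higher at 72 h (adjusted p = 6.7e-05, other probe set 1.12), the surface protein Cd24 4.92 ± 0.35, Cd36 4.80 ± 0.33, neuronatin (Nnat) 3.37 ± 0.36 and the cold-inducible RNA-binding protein Cirbp 2.85 ± 0.19 (other probe sets 0.45 to 2.59). Among cytochromes P450 the largest falls were those of Cyp3a2 by 5.55 ± 0.29 (adjusted p = 6.8e-09), Cyp2c13 by 4.54 ± 0.35 and Cyp2e1 by 4.18 ± 0.45, while Cyp2c11, named here after its value was seen, was 1.02 ± 0.35 higher at 72 h. The secreted serpins Serpina3c and Serpina6, the corticosteroid-binding globulin, fell by 4.07 ± 0.32 and 3.95 ± 0.40, and the interferon-inducible Isg15 by 3.61 ± 0.63.

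Fatty acid genes rose in the vehicle cultures. Of 25 mitochondrial β-oxidation genes 16 rose and 1 fell (17 and 1 over the list alone, camera adjusted p = 1.1e-09, and 0.22 with an estimated correlation), of 44 peroxisomal genes 20 rose and 1 fell (23 and 2 over the list alone, camera adjusted p = 2.3e-07, and 0.28 with an estimated correlation), of 10 CYP4 hydroxylases 5 rose and 0 fell (5 and 0 over the list alone, camera adjusted p = 0.0076, and 0.28 with an estimated correlation) and of 34 fatty acid uptake genes 9 rose and 2 fell (10 and 4 over the list alone, camera adjusted p = 0.025, and 0.28 with an estimated correlation). Examples were Cyp4a1 (2.48 ± 0.23) and Ehhadh (1.99 ± 0.26), and the study's PPARα list passed as well (camera adjusted p = 9.1e-06, and 0.22 with an estimated correlation). The cytoskeleton list rose, with 7 of 37 higher and 4 lower (7 and 4 over the list alone), including Ccn1 (2.17 ± 0.23), camera adjusted p = 0.027, and 0.71 with an estimated correlation. Of 20 xenobiotic metabolism genes 1 rose and 9 fell (4 and 9 over the list alone), with falls of Cyp2c6v1 (-3.23 ± 0.25), Cyp3a9 (-2.93 ± 0.25) and Cyp1a2 (-2.84 ± 0.52), camera adjusted p = 0.027, and 0.39 with an estimated correlation, and of 30 acute phase genes 0 rose and 8 fell (0 and 9 over the list alone), with Il1rn at -2.16 ± 0.25 and C9 at -2.43 ± 0.28 (camera adjusted p = 0.041, and 0.71 with an estimated correlation). Of 15 macrophage markers 0 rose and 6 fell (0 and 6 over the list alone, camera adjusted p = 0.047, and 0.68 with an estimated correlation), with Cd68 at -1.72 ± 0.32 and Clec4f at -1.16 ± 0.20. The mean change of this list was -0.41 ± 0.14 (SE over members). Of 9 cholangiocyte markers 3 rose and 0 fell, with Epcam at 1.81 ± 0.25, Prom1 at 1.46 ± 0.32 and Ggt1 at 0.62 ± 0.19, though the list did not pass (0.42 ± 0.25, camera adjusted p = 0.10). Of 12 endothelial markers 0 rose and 2 fell, and of 15 stellate cell and fibroblast markers 2 rose and 1 fell. Beside all of these lists the mean 3' minus 5' differences at 72 h (n = 3) were beta-actin 0.698 against 1.31, Gapdh 0.168 against 0.289 and hexokinase 1.57 against 1.4 at 24 h, so that the controls moved apart. The other 13 lists did not pass, with camera adjusted p from 0.076 for the endothelial markers to 0.92 for the p53 and apoptosis genes.

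In all, limma called 6738 of the 31042 probe sets, 3415 higher and 3323 lower at 72 h, 757 of them at least 2-fold (606 higher and 151 lower). After cyclic loess 3626 were higher and 2514 lower, so the balance of directions depends on the scaling. With only the 6 vehicle arrays in the fit the count was 3997. List calls were lost for the xenobiotic metabolism genes without DMSO 72 h replicate 1 (0.13), for the acute phase genes without DMSO 24 h replicate 1 (0.08), DMSO 72 h replicate 3 (0.084), for the cytoskeleton genes without DMSO 72 h replicate 1 (0.16), DMSO 24 h replicate 2 (0.099), for the macrophage markers without DMSO 72 h replicate 2 (0.11), DMSO 24 h replicate 3 (0.26). Among lists, the cytoskeleton genes (0.061) and the macrophage markers (0.053) lost a call after cyclic loess, and the lipogenic genes (0.05, under the threshold before rounding) and the cholangiocyte markers (0.05, under the threshold before rounding) gained a call after cyclic loess, and the fatty acid uptake genes (0.056), the acute phase genes (0.056) and the macrophage markers (0.056) lost a call with the mean of all probe sets of a gene. Calls of named genes were lost for Cyp2c11 without any 1 of 5 arrays (0.086 to 0.18), and that of Cyp2c11 also after cyclic loess (adjusted p = 0.058) and with an intensity trend and robust moderation (adjusted p = 0.084).

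Finally, the 12 treated arrays were set against the 6 vehicle arrays over both doses and times, the division that the study used to train a neural network. Of the study's PPARα list, Ehhadh was higher by 6.42 ± 0.26, with Cpt1b at 5.09 ± 0.13, Fabp3 at 4.11 ± 0.47, Fabp1 at 3.79 ± 0.13 and Cd36 at 4.13 ± 0.34. Fabp5 did not pass (0.13 ± 0.22). limma with time as a factor called 5946 of the 31042 probe sets, 2628 higher and 3318 lower in treated cultures (2904 and 3073 after cyclic loess), 686 of them at least 2-fold (392 higher and 294 lower). Of 100 probe sets that the study ranked as most predictive with its cross-species probe selection, 11 were higher and 17 lower here, 28% against 19.2% of all probe sets (Fisher's exact test, two-sided p = 0.03). In the single comparisons 11, 14, 23 and 28 of the 100 passed, with 30 and 100 µM at 24 h and at 72 h in turn, against 5.36, 6.01, 17.1 and 17.1% of all probe sets (Fisher's exact test, p = 0.022, 0.0026, 0.14 and 0.0071). These probe sets were picked on these samples, so their share is not independent evidence.

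**Figure D4:**
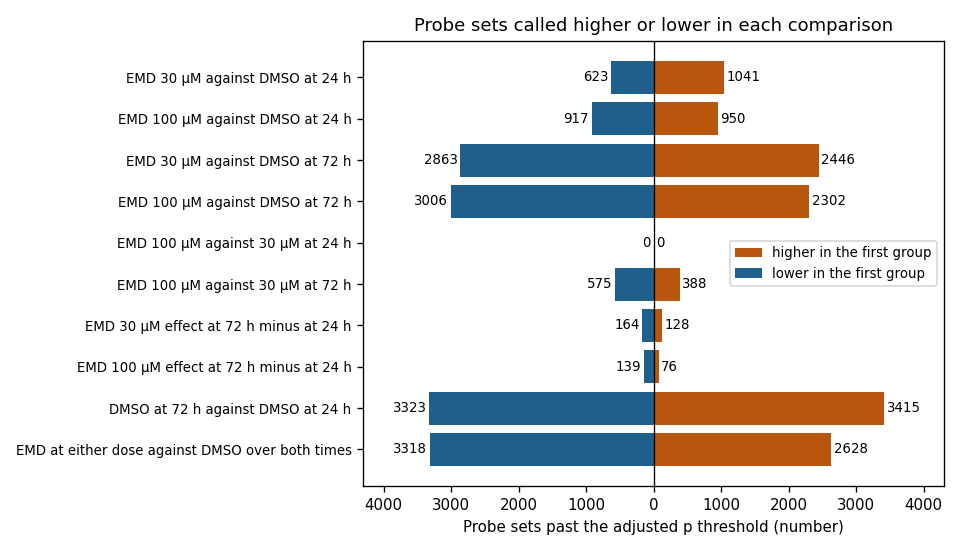
Number of probe sets past the adjusted p threshold in each comparison (x axis), with those higher in the first group named to the right and those lower to the left. The comparisons of EMD with DMSO called 1664 and 1867 probe sets at 24 h and 5309 and 5308 at 72 h, and 0 were called between the doses at 24 h.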

Values the study reported

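For the real rat arrays at 100 µM of the compound, without a stated time, the study gave fold changes of 44.66 for Fabp3, 5.95 for Cd36, 33.63 for Cpt1b, 5.12 for Cpt1a, 7.00 for Acsl3, 34.08 for Ehhadh, 8.53 for Ucp2, 10.77 for Fabp1, 1.35 for Acox3, 3.17 for Hadha, 1.27 for Fabp5, 3.60 for Cpt2 and 4.14 for Slc25a20. Acsl1 stood in 2 rows there, at 7.57 and 14.55.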

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

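The 2 tests of the vehicle baseline, the divisions of arrays with the shared time effect removed and the counts over unfiltered fatty acid genes were chosen only after the results were seen, and the patterns weighed below were themselves picked from the results. The values in this part are interaction terms, the response at 72 h minus that at 24 h on the log2 scale, and each was picked out because limma's moderated test, or camera for a list, found the response to differ between the times.

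With 30 µM EMD 292 probe sets differed. Terms were positive for lipogenesis (0.71), adipocyte genes (0.43), nuclear receptors (0.20) and endothelial markers (0.19), of which no member was called and 1 of 12 lay above the median level. They were negative for the cytoskeleton (-0.68), CYP4 (-0.57), acute phase (-0.45) and liver function (-0.25) lists. Of these 8 lists 2 kept the call with an estimated correlation, lipogenesis (camera adjusted p = 0.027) and adipocyte genes (adjusted p = 0.027), and with the replicate block the endothelial markers (0.057) and liver function genes (0.051) lost it, as they did after cyclic loess (0.15 and 0.10) and with the mean of all probe sets of a gene (0.089 and 0.089). Among genes, the terms were 4.39 for Aqp3, 3.97 for Sult1c3, 3.89 for Fabp3, 3.23 for Scd2, -1.69 for Cyp4a1, -1.62 for Pdk4, -2.28 for Cd36, -2.48 for Cyp4a3, -3.0 for Il1r2 and -3.15 for Cyp2c11.

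With 100 µM EMD 215 probe sets differed. Lipogenesis (0.47) and nuclear receptors (0.14) had positive terms. Negative were those of CYP4 (-0.81), acute phase (-0.61), liver function (-0.41), mitochondrial β-oxidation (-0.39), the cytoskeleton (-0.35), cholesterol synthesis (-0.31), the study's PPARα list (-0.30) and peroxisomes (-0.28). Of these 10 calls 0 held with an estimated correlation in camera, and 11 lists were called with the replicate block, bile acids in addition. The gene terms were 4.69 for Scd2, 3.53 for Aqp3, 3.27 for Fabp3, 2.55 for Soat1, -1.39 for Cpt1a, -1.85 for Ehhadh, -2.14 for Cd36, -1.84 for Pdk4, -2.20 for Cyp4a1, -2.78 for Cyp2c11, -2.82 for Cyp4a3, -3.05 for Hrg and -3.08 for Il1r2.

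Arrays were also divided by time in other ways within each treatment. For 30 µM, 11 of 100 divisions, the real one included, gave at least 292 probe sets, and the highest of the others gave 3267. For 100 µM, 9 of 100 gave at least 215, and the highest other gave 3159, so these divisions do not exclude chance. Counts several times the real one point to a structure of the samples, the change of all cultures with time. With the time effect shared by both treatments removed, 2 of 100 reached the real count for 30 µM (highest other 334) and 3 of 100 for 100 µM (highest other 1174). This version was added because the planned one had not excluded chance, so its smaller shares are given without a conclusion on chance. Among the other divisions that, like the real one, put every replicate number on both sides, the planned version gave up to 2022 for 30 µM and 2661 for 100 µM, above the real counts, and the version with the time effect removed 0 and 0.

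Liver function genes were lower as a list with 100 µM EMD at 72 h (camera adjusted p = 2e-04), a call lost with an estimated correlation (adjusted p = 0.17), with 13 of 29 falling and 2 rising, Gys2 by 1.59 ± 0.17 among the latter. A larger share of macrophages would raise their markers. The 6 above the median level averaged -0.63 ± 0.28 (SE over members), which argues against it. The most abundant, Lyz2, was at 8.22 against 9.90 with DMSO. Stellate cell markers averaged -0.24 ± 0.35 and cholangiocyte markers -0.49 ± 0.37 (4 members each). The 1 endothelial marker stood at 0.79, so shares of these types stay open. RNA degradation stays open. The 3' minus 5' difference of beta-actin was 3.89 pooled SDs higher with 100 µM. Gapdh differed by -1.11 and hexokinase by 1.07. With 30 µM, where the list did not pass, beta-actin was as high (0.848) and hexokinase lower (1.5). An effect of EMD stays open too.

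The response of fatty acid genes to 100 µM EMD was smaller at 72 h than at 24 h in 55 of 66 members of the peroxisomal, mitochondrial, CYP4 and uptake lists that rose at 24 h, a condition that favours this outcome and gave 266 of 490 among other genes. Over all 112 measured members, without that condition, 81 had a negative term, against 45.9% of all genes, though the uptake list did not pass (camera adjusted p = 0.30) and Fabp3 rose further. Saturation of the arrays is argued against, as the median treated level at 72 h, 11.4, lay 3.37 log2 units below the highest value, with 1 member within 1 unit of it. A rise of the vehicle baseline as the whole cause is argued against too, for the members as a set. The response to 30 µM EMD was taken against the same vehicle arrays, yet over all members its mean loss was 0.05 ± 0.07 (SE over members, 49 with a loss), against 0.29 ± 0.07 with 100 µM. The difference, free of the vehicle arrays, was 0.24 ± 0.03 (0.12, 0.37 and 0.24 by replicate number, and 0.28 ± 0.02 over those that rose). The baseline may contribute. The median rise was 0.58 with DMSO, 246% of the median loss of 0.24 (0.35 and 0.12 over all members), and 0.25 with 100 µM EMD. The loss holds the vehicle change by construction, so this share decides nothing. A change of the response itself with time, which the design names, stays open.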

How the results depend on the processing

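No test in this part was chosen after the results were seen. No result turned its direction past the threshold under any alternative tried. Among gene lists, 696 results kept their side of the threshold, 81 lost a call and 15 gained one over the alternatives other than left-out arrays, with 67 of the losses under an estimated correlation, 7 after cyclic loess, 5 with the mean of all probe sets of a gene and 2 with the replicate block, and 4, 3 and 8 of the gains under the last 3. With 1 array left out 1330 kept it, 59 lost a call and 63 gained one. Among named genes, 1533 kept their side, 24 lost a call and 9 gained one, and with 1 array left out 1504, 73 and 7. Cyclic loess, equal medians, the trended robust fit, probe sets above the median level and the omission of cross-hybridising probe sets left each count of probe sets within 1.5 times. RMA gives no measure of signal over background, so changes of dim genes have a limit that these files do not show.

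Required to differ at least 2-fold as well, the counts of probe sets were 441 and 459 for 30 and 100 µM at 24 h, 1292 and 1193 at 72 h, 171 for the doses at 72 h, 138 and 122 for the interactions at 30 and 100 µM, 757 for DMSO over time and 686 for all treated arrays, since the criterion is stricter. With only the arrays of the compared groups, which leaves fewer samples to estimate the spread, they were 3305 for 100 µM at 72 h, 141 for the doses at 72 h, 76 for the 100 µM interaction and 3997 for DMSO over time. Array weights gave 8192 for 100 µM at 72 h, 9 and 3336 for the doses at 24 and 72 h, and 641 and 1090 for the interactions, and the cause was not tested. Of 42 list calls for EMD against DMSO, 17 remained with an estimated correlation, which widens the test by construction.

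The replicate block called 2348 and 6411 for 30 µM at 24 and 72 h, and 2645 and 6587 for 100 µM. It called 8185 for DMSO over time, 3 and 1625 for the doses and 924 and 534 for the interactions. The cause was not tested. Among genes where reported, the block lost 0 calls and gained 4. These were Pparg with 30 µM at 72 h (0.019) and, in the 30 µM interaction, Cpt1a (0.024), Ehhadh (0.049) and Eng (0.033). Beyond the lists above, no other call reported changed.

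Leaving out 1 array gave 1027 to 1420 and 1207 to 1605 probe sets for 30 and 100 µM at 24 h, 3857 to 4963 and 3664 to 6097 at 72 h, 0 to 2 and 141 to 2541 for the doses at 24 and 72 h, 123 to 475 and 57 to 800 for the interactions, 4691 to 5718 for DMSO over time and 4969 to 5992 for all treated arrays, with fewer samples in each fit. Called lists ranged from 40 to 50 and called named genes from 193 to 203.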

Other observations

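The interferon lists in this part were chosen only after the results were seen, so the tests of explanations for them rest on a pattern picked from the same data, with bounds written before the values of these tests were known, except that the mean change by replicate was added after. Interferon-inducible genes fell in vehicle cultures between 24 and 72 h. Of 37 measured genes 0 rose and 14 fell (1 and 18 adjusted over the list alone), with a mean change of -0.82 ± 0.16 (SE over members, camera adjusted p = 1.7e-05, and 0.36 with an estimated correlation). Isg15, a ubiquitin-like modifier, fell by 3.61 ± 0.63 in limma's moderated test (adjusted p = 0.00077), the antiviral GTPase Mx2 by 3.17 ± 0.79 (other probe set -2.64), the protease Usp18 by 2.66 ± 0.42, the chemokine Cxcl9 by 2.51 ± 0.10 (other probe set -1.96), the transcription factor Irf7 by 2.37 ± 0.46 and the RNA sensor Oas1a by 2.02 ± 0.40, genes named after their values were seen. In the part of the list that holds no gene seen before it was written, 0 rose and 9 fell of 32 (0 and 12 adjusted over the list alone), with a mean of -0.50 ± 0.10 (camera adjusted p = 0.0014, and 0.36 with an estimated correlation). Against DMSO at 72 h the mean of the list was -0.42 ± 0.08 with 30 µM EMD (camera adjusted p = 0.012, and 0.50 with an estimated correlation) and -0.30 ± 0.09 with 100 µM (camera adjusted p = 0.029, and 0.56 with an estimated correlation). Beside these, macrophage markers averaged -0.37 ± 0.14 and -0.31 ± 0.13, and the beta-actin 3' minus 5' difference was 0.848 and 0.847 against 0.698, so that lower quality of RNA or fewer macrophages were not told apart from a change of these genes.

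A fall in 1 replicate alone was set against these values. The median change of the list between arrays of the same number was -0.88, -0.41 and -0.54 in replicates 1, 2 and 3, so that replicate 2 missed the bound of a fall over 0.5 in each. The mean change was -1.13 ± 0.21, -0.60 ± 0.16 and -0.73 ± 0.14 (SE over members), with 33, 27 and 34 of 37 genes lower, and in the part with no gene seen before it was -0.76 ± 0.15, -0.28 ± 0.09 and -0.45 ± 0.09. Between any vehicle array at 72 h and any at 24 h, 9 pairs, the mean lay between -1.23 ± 0.19 and -0.58 ± 0.20. A fall in 1 replicate alone forbids the falls of the others, so these values argue against it, although the fall was larger in replicate 1. A loss of macrophages from the cultures may contribute, as the macrophage markers averaged -0.41 ± 0.14 (SE over members), 50.5% of the mean of the interferon list, so close to the bound of 50% that its spread reaches either side. The lists share no gene, and the most abundant macrophage markers in DMSO cultures at 24 h were Lyz2 at 10.7 and Cd14 at 8.62, of which Lyz2 changed by -0.81 ± 0.22 (a call lost in a fit on the arrays compared, adjusted p = 0.086), while Cd14 was not called (0.40 ± 0.18). A change of the hepatocytes in culture stays open.

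The study states no time for its fold changes, so each gene that differs by over 1.5 times is given at both, and with 100 µM EMD the fold change at 24 and 72 h was 4.46 and 43.1 for Fabp3, 29.4 and 6.66 for Cd36, 11.4 and 4.37 for Cpt1a, 142 and 39.3 for Ehhadh, 7.92 and 4.87 for Ucp2 and 1.1 and 1.92 for Fabp5. Set against the values quoted from the study above, that at 24 h is higher for Cd36, Cpt1a and Ehhadh, that at 24 h is lower for Fabp3, that at 72 h is higher for Fabp5, that at 72 h is lower for Ucp2, and that at the other time is near. The other genes quoted with 1 value lie within 1.5 times at both times. Acsl1 is quoted with 2 values and no probe set. With 100 µM its log2 changes at 24 and 72 h were 3.63 and 3.03, 0.14 and 0.13, and 3.97 and 3.79 by probe set. They were not matched to the quoted values.

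Other divisions of the arrays into groups of the same sizes were counted. For all treated against all vehicle arrays 1 of 100 divisions within the times, the real one, reached 5946 probe sets, and the highest other gave 62. This argues against chance, though 1 of 100 is the lowest share that these divisions can give. Groups of 3 against 3 make 10 divisions, too few for a share under 0.05. At 24 h 30 µM gave 1664 probe sets against 0 in the highest other division, and 100 µM gave 1867 against 1, and at 72 h the counts were 5309 against 0 and 5308 against 108. DMSO over time gave 6738 against 0 and the doses at 72 h 963 against 0, so that 1 of 10 divisions reached the real count in each of these. Between the doses at 24 h the real count was 0 in limma, with 1421 probe sets at an unadjusted p under 0.05, 3 called with the block and 9 with array weights, and 10 of 10 divisions gave as many. Besides the real one, the divisions of 3 against 3 that part every pair of equal numbers called 0 probe sets in each comparison, and those that do not called at most 108, with 100 µM at 72 h.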
